# The nuclear receptor Hr46/Hr3 is required in the blood brain barrier of mature males for courtship

**DOI:** 10.1371/journal.pgen.1009519

**Published:** 2022-01-25

**Authors:** Chamala Lama, Cameron R. Love, Hoa Nhu Le, Marium Waqar, Joseph L. Reeve, Jyoti Lama, Brigitte Dauwalder

## Abstract

The blood brain barrier (BBB) forms a stringent barrier that protects the brain from components in the circulation that could interfere with neuronal function. At the same time, the BBB enables selective transport of critical nutrients and other chemicals to the brain. Beyond these functions, another recently recognized function is even less characterized, specifically the role of the BBB in modulating behavior by affecting neuronal function in a sex-dependent manner. Notably, signaling in the adult *Drosophila* BBB is required for normal male courtship behavior. Courtship regulation also relies on male-specific molecules in the BBB. Our previous studies have demonstrated that adult feminization of these cells in males significantly lowered courtship. Here, we conducted microarray analysis of BBB cells isolated from males and females. Findings revealed that these cells contain male- and female-enriched transcripts, respectively. Among these transcripts, nuclear receptor Hr46/Hr3 was identified as a male-enriched BBB transcript. Hr46/Hr3 is best known for its essential roles in the ecdysone response during development and metamorphosis. In this study, we demonstrate that Hr46/Hr3 is specifically required in the BBB cells for courtship behavior in mature males. The protein is localized in the nuclei of sub-perineurial glial cells (SPG), indicating that it might act as a transcriptional regulator. These data provide a catalogue of sexually dimorphic BBB transcripts and demonstrate a physiological adult role for the nuclear receptor Hr46/Hr3 in the regulation of male courtship, a novel function that is independent of its developmental role.

## Author summary

The blood brain barrier very tightly regulates which molecules can enter the brain. This is an important protection for the brain, however, it also complicates communication between molecules in the circulating fluid and the brain. In fly courtship, for example, circulating male-specific products are crucially required for normal courtship. But the neuronal circuits that ultimately control the behavior are inside the brain, separated from these molecules by the blood brain barrier. The mechanisms of this communication are not known. Here we show that the blood brain barrier itself contains sex-specific RNAs and we show that one of them, a nuclear receptor called Hr46 or Hr3, is required in adult males for normal courtship. These findings promise new insight into the communication between blood brain barrier and the brain.

## Introduction

It is well established that the two layers of glial cells that tightly surround the nervous system form the *Drosophila* blood brain barrier (BBB) [1,2]. Flies have a non-vascular open circulatory system that distributes the hemolymph. The BBB forms the tight exclusion barrier that is essential to protecting neurons from hemolymph components that could interfere with neuronal function [1,3]. At the same time, the barrier needs to allow selective uptake of nutrients and other molecules needed for brain function. The *Drosophila* blood brain barrier (BBB) surrounds the brain like a tight cap and is made up of two layers of specialized glial cells (for recent reviews on *Drosophila* glial cells see [4,5]). The outer perineurial glia cells (PG cells) are thought to function as a barrier for large-molecular weight molecules. The inner layer, the subperineurial glia (SPG), is adjacent to the neuronal cell bodies and contains the tight junctions that form the physical barrier (Fig 1A). It has been shown in a number of genetic and functional studies that the barriers in flies and vertebrates share not only structure and function, but also many homologous proteins that ensure their function, as shown in [6]. A recent microarray study of isolated BBB cells has expanded on these earlier findings and shown that besides the characteristic barrier proteins, fly and mouse BBB cells share a large number of conserved proteins [7]. That study has also provided the first detailed “inventory” of these cells in *Drosophila*. While the barrier and selective uptake functions of the BBB are its most obvious essential function, evidence is starting to accumulate that other physiological processes in BBB cells are contributing to brain function. For example, the G-protein-coupled receptor *moody* is specifically expressed in the subperineurial glial cells (SPG)[8,9]. While the absence of both *moody* isoforms leads to a leaky BBB [8,9], mutants with only one of the isoforms have intact barriers, but have behavioral defects in their response to cocaine and alcohol [8]. In addition, *moody*, in a function independent of its function in barrier integrity, is also required in BBB cells for normal male courtship [10]. That active signaling processes in BBB cells regulate neuronal output was further indicated by the finding that BBB-specific reductions in the G protein Galpha(o) cause courtship defects, while leaving the barrier integrity intact [10]. It has been found that the circulating hemolymph contains male-specific factors from the fat body that are needed to ensure normal courtship [11]. It is not clear how these factors interact with the male brain circuits that regulate the behavior. Here we examine whether the BBB expresses sex-specific transcripts that might be part of this communication. This would be in agreement with the finding that feminization of the BBB by expression of the feminizing TRA protein specifically in the BBB of adult males results in a significant reduction in male courtship [10]. In these experiments, the tightness of the barrier was unaffected, suggesting that specific male transcripts are physiologically participating in courtship control. The identity of these factors and their function is unknown. Here we identify sex-preferentially expressed transcripts in the BBB of males and females and demonstrate that the nuclear receptor Hr46/Hr3, best known for its roles in larval development [12–14], is physiologically required in the BBB of adult mature males to ensure normal male courtship behavior.

**Fig 1:**
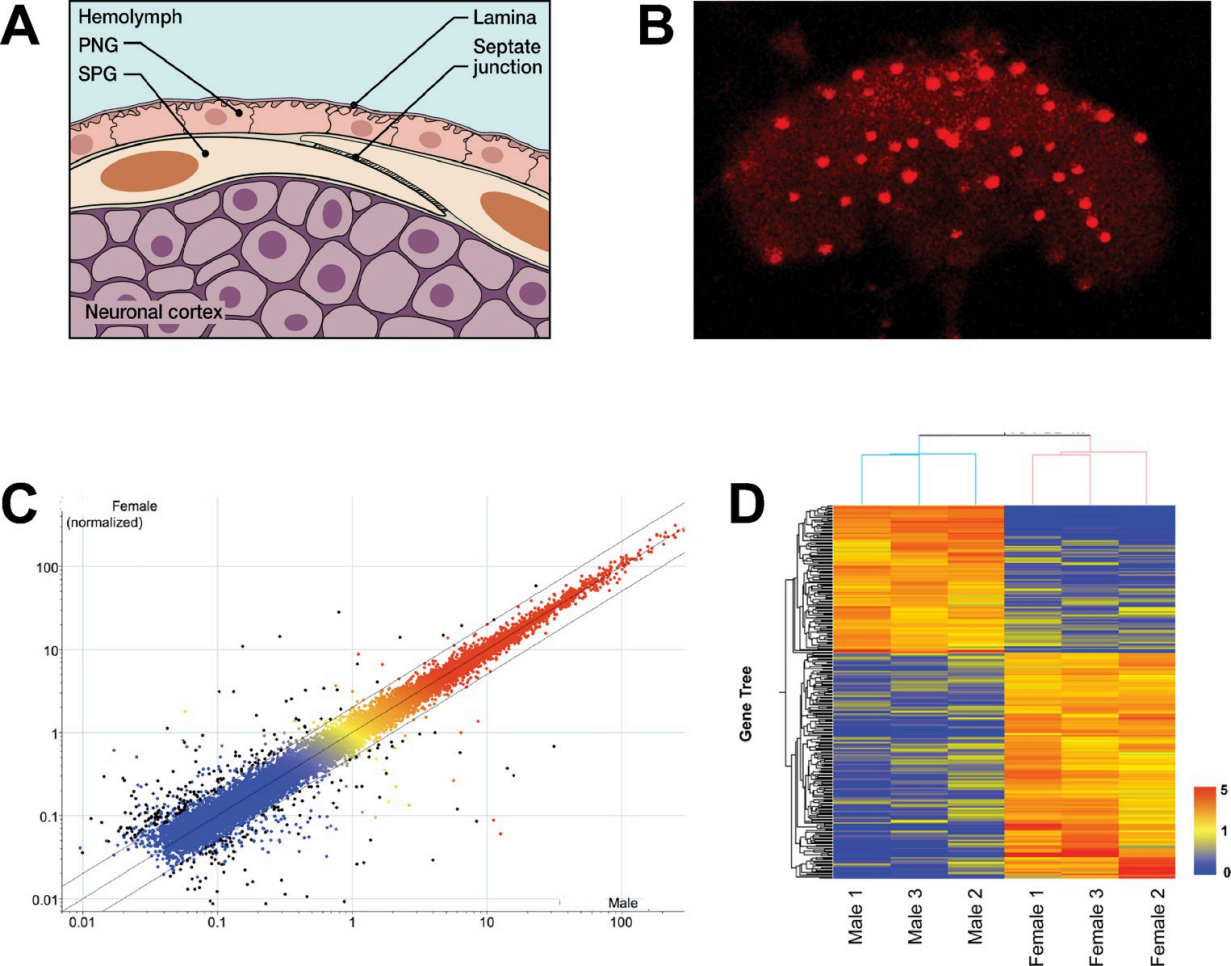
Microarray analysis of isolated SPG cells of the BBB. (A) Schematic of the *Drosophila* Blood Brain Barrier (BBB). The BBB consists of two layers of glial cells, the outer Perineurial Glia (PG) facing the circulating hemolymph, and the inner Subperineurial Glia (SPG) with septate junctions that form the main barrier. The SPG is in contact with the underlying nuclei of the neuronal cortex. (B) Isolated fly brain with SPG cells labeled by nuclear DsRed expression driven by *SPG-Gal4*. Fluorescently marked cells like these from males and females were hand-isolated for RNA extraction. 20x Magnification. (C) Probes present (above background) in all male or female samples are displayed as normalized to the 75th percentile intensity of each array (19,218 probes). Each spot is the mean of 3 samples from each condition. Black spots = differentially expressed genes (>2Fold, T-test p-value < 0.05, 284 probes). Red/orange = High expression, Yellow = Medium expression, Blue = Low expression. (D) Differentially expressed genes (>2 fold, T-test p-value < 0.05) in Male vs. Female are displayed as normalized to the median value of each probe across six samples (284 probes). The heat map color scale is shown on the right.

## Results

### A microarray screen identifies male- and female-enriched transcripts in the BBB

In our previous experiments, there was a strong reduction in male courtship when we conditionally feminized adult BBB cells [10]. This suggests that feminization disrupts male-specific transcripts that are physiologically required for normal mating behavior. In order to identify these transcripts, we isolated BBB cells from males and females and characterized their transcripts. The Gal4/UAS system was used to mark these cells [15]. We expressed the fluorescent protein DsRed in the nuclei of SPG cells, using the *moody-Gal4* driver that drives expression in SPG cells (*SPG-Gal4*) [8]. As seen in Fig 1B, the large nuclei of the SPG cells were specifically marked. We dissected fly brains and manually removed and collected fluorescent cells. 

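The RNA of 3 male and 3 female biological replicates, each pooled from the cells of approximately 50 flies, was hybridized to 1-colour Agilent *Drosophila* arrays with 1 replicate per array. The flies were 4 days old and were dissected between ZT 5 and ZT 7. The authors deposited the scanner output of each array, in which the processed signal is an intensity after background subtraction. They also deposited a table of these intensities averaged over the spots of each probe and divided by the 75th percentile intensity of the array. The scanner output was used for the values given at each result. Every array carried 43602 spots of 32162 probes other than controls, and 92 to 191 spots per array that the software marked as outliers were left out. The processed signal was converted to log2, averaged over the spots of a probe and set relative to the 75th percentile of the array, which lay between 402 and 657 intensity units. A probe was counted as above background on an array when the software called a share of at least 0.5 of its spots well above background. This held for 69.7%, 73.3% and 58.4% of the probes on male replicates 1, 2 and 3, and for 70.8%, 76.1% and 56.4% on female replicates 1, 2 and 3. No probe was saturated, and the number of arrays limits the precision of each value. Probes above background on all 3 arrays of at least 1 sex were compared between the sexes with limma's moderated test, and p-values were adjusted by the Benjamini-Hochberg method. A probe was called differentially expressed at an adjusted p below 0.05 and a difference of more than 2-fold. Log2 fold changes are males minus females. Replicates 1 and 2 of both sexes were on 1 slide and replicate 3 of both sexes on another, so the slide was also fitted as a block. Gene names are those of the array's design, and probe positions are on dm3 (BDGP release 5).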

The RNA was subsequently used for microarray analysis by GenUs Biosystems (http://www.genusbiosystems.com/). The results confirmed the presence of sex-preferentially expressed transcripts in the BBB of males and females, respectively. 284 transcripts were identified that were enriched > 2 fold in either males or females (Fig 1C and 1D). Of those, 112 were male-preferentially expressed (S1 Table). 

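With limma, 82 of the 19172 tested probes were called differentially expressed between males and females, or 0.428%. The same number was called with a 1.5-fold threshold and with no fold threshold. With the slide as a block 77 probes were called, and 70 of these were among the 82. The methods' t-test at more than 2-fold and an unadjusted p below 0.05 called 238 probes, which included all 82. After Benjamini-Hochberg adjustment the methods' t-test called 0 probes. Limma at an unadjusted p below 0.05 called 428. Without male replicate 3 limma called 22 probes, the lowest number when each array was left out in turn.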

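Of the probes called by limma, 45 were higher in males and 37 were higher in females, so that 54.9% were higher in males. When the median of each array was used in place of the 75th percentile, 56 were higher in males and 76 in females, and the share higher in males was 42.4%. The methods' t-test without adjustment gave 96 probes higher in males and 142 higher in females.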

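The genes with the largest called differences were taken among named genes measured on every array of both sexes. Outside the *roX* and *dsx* genes, the largest difference towards males was that of CG4586 (probe A_09_P067806, X from 6866187 to 6866246). Its log2 intensity relative to the 75th percentile was -1.05 ± 0.04 (SD, n = 3) in males and -3.43 ± 0.25 (SD, n = 3) in females. The log2 fold change was 2.38 (standard error 0.17, adjusted p = 0.00249 from limma), and every male array lay above every female array. With normexp background correction it fell to 0.69 and was not called. Cyp4d2 had a log2 fold change of 1.70 (adjusted p = 0.00949 from limma), with all male arrays above all female arrays. Its call was lost in 8 of 22 alternatives, among them the fits that left out any array except male replicate 1, in which the log2 fold change was 1.66 to 1.79. The largest difference towards females was that of Cht2 (probe A_09_P033016, 3L from 1752553 to 1752612). Its values were -3.49 ± 0.31 (SD, n = 3) in males and 1.57 ± 0.55 (SD, n = 3) in females, a 33.3-fold difference (log2 fold change -5.06, standard error 0.31, adjusted p = 0.00114 from limma). The yolk protein gene Yp2 followed at -5.02 (standard error 0.70, adjusted p = 0.0481 from limma), with all female arrays above all male arrays. Its call was lost in 12 of 22 alternatives, including the fits without any array except female replicate 2 (adjusted p from 0.137 to 0.208, log2 fold change from -5.53 to -4.42). Yp1 (-5.43, adjusted p = 0.0770 from limma, with the value of female replicate 3 marked as an outlier) and Yp3 (-5.67, adjusted p = 0.0654 from limma) were not called, although all measured female arrays lay above all male arrays. With the slide as a block, Yp3 was called (adjusted p = 0.0139, in a range from 0.00821 to 0.689 over the alternatives). Ste:CG33246 followed at -3.54 (adjusted p = 0.00630 from limma). It is 1 of several copies of the *Stellate* family on the array. Whether its probe also detects other copies was not tested, so its signal is not assigned to 1 copy. The call of Ste:CG33246 was lost without male replicate 3 (-3.56) or female replicate 3 (-3.53). Both probes of CG14075 were called, at -2.47 (A_09_P113130) and -2.07 (A_09_P034456). The call of A_09_P034456 was lost without any array except female replicate 2 (-2.16 to -1.88). For CHES-1-like, 1 of 5 probes was called (A_09_P148580, -2.27, adjusted p = 0.00304 from limma), and the log2 fold changes of the other 4 lay between -0.22 and 0.49, the last from A_09_P046091, which was above background on 2 of the 3 female arrays.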

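The array holds 4 probes for *roX1* and 2 for *roX2*, both X-linked non-coding RNAs. The largest difference was that of the *roX1* probe A_09_P182115 (X from 3755495 to 3755554). Its log2 intensity relative to the 75th percentile was 3.05 ± 0.26 (SD, n = 3) in males and -3.60 ± 0.49 (SD, n = 3) in females. This was a 101-fold difference (log2 fold change 6.65, standard error 0.27, adjusted p = 2.00e-04 from limma). The other 3 *roX1* probes had log2 fold changes from 5.26 to 5.53 and were also called. The *roX2* probe A_09_P091310 (X from 11474073 to 11474132) had a log2 fold change of 5.72 (standard error 0.24, adjusted p = 2.00e-04 from limma). For each of these 5 probes all male arrays lay above all female arrays. They kept their calls with the slide as a block and with each array left out in turn, and lost them only with the adjusted methods' t-test. The second *roX2* probe, A_09_P133800 (X from 11474406 to 11474465), was above background on 2 of the 3 female arrays. Its log2 fold change of 1.13 (standard error 0.41, adjusted p = 0.466 from limma) was not called, and its male and female arrays overlapped.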

As expected, the male-specifically expressed *rox* RNAs that are required for dosage compensation were highly specific to males. Furthermore, sex-specific *dsx* transcripts were identified because male and female transcripts use different polyA-sites and can thus be identified by microarray [16]. 

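Of the 4 *dsx* probes on the array, 3 could be tested, and they moved in opposite directions. Probe A_09_P042081 was designed on transcript FBtr0081759 (3R from 3750221 to 3750280) and was higher in males. Its log2 intensity relative to the 75th percentile was -1.62 ± 0.15 (SD, n = 3) in males and -3.70 ± 0.29 (SD, n = 3) in females. The log2 fold change was 2.07 (standard error 0.19, adjusted p = 0.00774 from limma). Probe A_09_P042086 was designed on transcript FBtr0081760 (3R from 3760413 to 3760472). It was well above background on all 3 female arrays and on 0 male arrays. In this processing it was 8.37-fold higher in females (log2 fold change -3.07, standard error 0.17, adjusted p = 8.67e-04 from limma). This fold is an estimate and not a lower bound, and it moves with the background correction. It uses the probe's own male signal, which was above the lowest signal among probes well above background on each male array. With normexp the fitted log2 fold change was -1.06 and was not called, and without female replicate 3 it was -2.96. Probe A_09_P119565 of the same transcript (3R from 3760372 to 3760431) was above background on 2 of the 3 male arrays. Its log2 fold change was -2.29 (standard error 0.39, adjusted p = 0.0981 from limma), short of the threshold. Without male replicate 2 it was -2.75 and was called, as it was with median scaling and with quantile normalization. The call of A_09_P042081 was lost without male replicate 3 (2.12) or female replicate 3 (1.99) and with normexp background correction (1.00). Probe A_09_P051901 was above background on 2 male and 2 female arrays and was not tested.

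**Figure D1:**
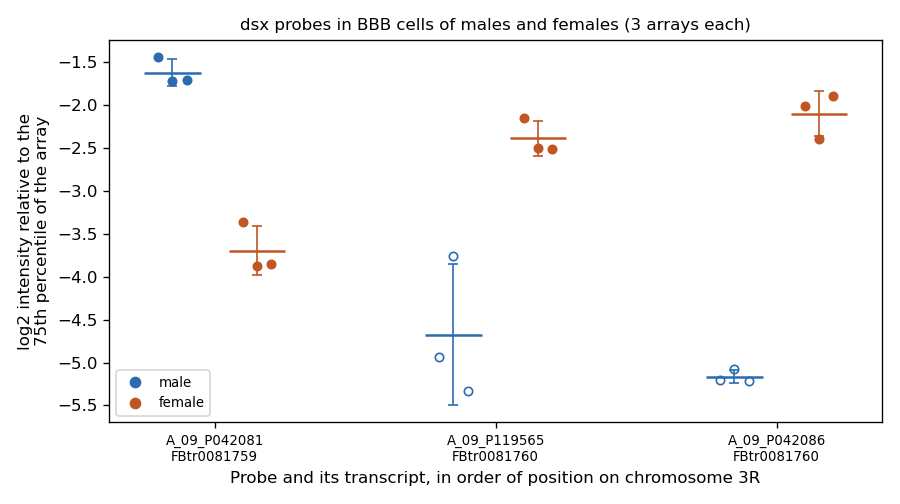
Log2 intensity of the 3 tested *dsx* probes relative to the 75th percentile of the array, with 1 point per array, lines at the means and error bars of 1 SD (n = 3 per sex), and open points for a sex in which the probe was not above background on every array. The mean of A_09_P042081 is -1.62 in males and -3.70 in females, and that of A_09_P042086 is -5.16 in males and -2.10 in females.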

An analysis of the GeneOntology of the enriched transcripts is shown in S2 Table. 

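Among the genes of the sex determination pathway and of dosage compensation on the array, *Sxl* has 9 probes, of which 8 were tested and 1 was called. Probe A_09_P009671 (X from 6976966 to 6977025) was higher in males, with a log2 fold change of 1.65 (standard error 0.17, adjusted p = 0.0132 from limma) and all male arrays above all female arrays. Its call was lost in 11 of 22 alternatives, including each fit that left out 1 array (adjusted p from 0.0516 to 0.127, with a log2 fold change of 1.73 at most). The other 7 tested *Sxl* probes had log2 fold changes from -0.92 to 0.40, and 3 of them, A_09_P009681, A_09_P050981 and A_09_P143460, had all female arrays above all male arrays, where chance separates the sexes in 10% of probes. The *tra* probe had a log2 fold change of -0.62 (adjusted p = 0.486 from limma), also with all female arrays above all male arrays. Of the 7 *fru* probes, 4 were tested, with values from -0.80 to 0.90. The probe at the lower end, A_09_P046426, was above background on 2 of the 3 male arrays and had all female arrays above all male arrays, while A_09_P010956 (0.39) had all male arrays above. The probe at the upper end, A_09_P010961, was above background on 2 of the 3 female arrays and changed sign with normexp background correction. The 3 *msl-2* probes had values from 0.15 to 0.62, and the lowest of these, A_09_P011561, changed sign without male replicate 3, while the other 2, A_09_P186495 and A_09_P198610, had all male arrays above all female arrays. No probe of *tra*, *fru* or *msl-2* was called. Which transcript forms the probes of these genes and of *Sxl* detect was not tested, so a sex difference in the forms is not excluded.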

Sex specific categories such as sex determination, sex-specific behavior and dosage compensation are well represented, further confirming that the isolated cells are sexually determined. About half of the genes with identified GO associations fall into one of these categories. The rest of the genes could not be assigned to a specific category. In addition to identifying sex-preferentially expressed RNAs, the experiment also provided an inventory of RNAs present in the BBB cells. 

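In the scanner output, 19172 of the 32162 probes were above background on all male or all female arrays, where the legend of Fig 1C gives the paper's number as 19218. On all 6 arrays 17255 probes were above background. The count depended most on what was taken as above background, since a test of each spot against its local background in place of the well-above-background call gave 25945 probes. With each array left out in turn the count lay between 19197 and 22347. A current gene symbol was found for 21085 of the 32162 probes, 17985 of them through a transcript accession.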

The vast majority of BBB transcripts is equally expressed in males and females. Among them, as predicted for SPG cells, were RNAs that are characteristic of BBB cells [6,7]: RNAs for the junction proteins *sinu* and *neurexin*, for example, and the previously characterized SPG transcripts for *moody* and *Mdr65*. 

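Of the tested probes, 97.0% differed by 2-fold or less between the means of the sexes. Between single male and single female arrays this share varied with an SD of 2.25 percentage points over the 9 possible pairs. It was 99.3% with normexp background correction and 94.7% when probes at background were not removed. By place, the share was 94.5% for the 3380 tested probes on the X chromosome and 97.8% for the 14751 on chromosomes 2 and 3.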

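Both *sinu* probes were above background on every array, and their log2 fold changes were -0.29 (A_09_P012826, standard error 0.26, adjusted p = 0.807 from limma) and -0.07 (A_09_P221660). *Neurexin* is listed as Nrx-IV, and its 2 probes had log2 fold changes of 0.02 and -0.04, whose signs changed when single arrays were left out. The *moody* probe A_09_P077606 (X from 1938362 to 1938421) was at 2.78 ± 0.25 (SD, n = 3) in males and 3.48 ± 0.43 (SD, n = 3) in females on the log2 scale relative to the 75th percentile. Its log2 fold change of -0.70 (standard error 0.25, adjusted p = 0.468 from limma) was not called, although all female arrays lay above all male arrays. The *Mdr65* probe A_09_P010666 (3L from 6233676 to 6233735) was at 2.40 ± 0.74 (SD, n = 3) in males and 3.17 ± 0.83 (SD, n = 2) in females, with female replicate 1 left out as an outlier. Its log2 fold change was -0.77 (standard error 0.52, adjusted p = 0.740 from limma). Over 8 tested genes of a list of 10 BBB genes the median log2 fold change was -0.13, and 7 of the 8 were higher in females. This list did not differ between the sexes in camera (adjusted p = 0.117), a limma test of gene lists with a preset correlation between genes of 0.01. Without female replicate 2 its median was -0.24 and its adjusted p was 0.0319, in a range from 0.0319 to 0.592 over the alternatives. In limma 0 of the 8 genes were called over all genes tested and 0 adjusted over the list alone, and 2 had an unadjusted p below 0.05. In fry, a rotation test that uses the correlation in the data, its adjusted p was 0.235.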

The most likely contaminating cells from the dissections would be fat body cells which are in close proximity to the BBB, and neuronal cells. 

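For *Lsp-2*, listed as Lsp2, the single probe A_09_P043376 (3L from 12124737 to 12124796) was well above background on all 6 arrays. Relative to the 75th percentile of the array, its log2 intensity was -1.26, 1.57 and 1.63 in male replicates 1, 2 and 3, and 0.06, -2.16 and 3.12 in female replicates 1, 2 and 3. It was thus above the 75th percentile on 4 of 6 arrays. The log2 fold change was 0.31 with a standard error of 1.38 (adjusted p = 0.970 from limma), and its sign depended on single arrays, from -0.94 without female replicate 2 to 1.70 without female replicate 3. All 3 *elav* probes were above background on every array. Probe A_09_P042226 (X from 411662 to 411721) was above the 75th percentile on 3 of 6 arrays, and A_09_P121080 and A_09_P188635 on 0. The log2 fold changes of the *elav* probes were 0.33, 0.72 and 0.67, with adjusted p-values from 0.440 to 0.888 from limma. For the last of these, A_09_P188635, every male array lay above every female array. The sign of A_09_P042226 changed without female replicate 2 (-0.02), and that of A_09_P121080 changed with normexp background correction (-0.01).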

We found very small amounts of the fat body transcript *Lsp-2*, or of the neuronal marker *elav*. They were not preferentially present in males or females, indicating that low amounts of these cells are unlikely to affect the identification of sex-specific transcripts in the BBB.

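Lists of genes known from these cell types were also compared between the sexes. Over 14 neuronal genes the median log2 fold change was 0.31, and 12 of the 14 were higher in males (adjusted p = 3.01e-04 from limma's camera). This difference was not called by fry (adjusted p = 0.235) or by camera with the correlation estimated from the arrays (adjusted p = 0.298). On the scale used for *elav*, the neuronal list had a median signal of 1.31, 0.96 and 0.80 in male replicates 1, 2 and 3. In female replicates 1, 2 and 3 it was 1.10, 0.79 and 0.99. The BBB list was at 0.64, 0.61 and 0.34 in males and 0.76, 0.66 and 1.02 in females. Within the neuronal list, *elav* had the lowest mean signal in males (-1.09) and in females (-1.67). Since signal cannot be compared between probes as an amount, these values do not give the amount of neuronal RNA. Of 12 fat body genes other than the yolk proteins, 6 could be tested, with a median of -0.17 and a mean of -0.73, and 4 of the 6 were higher in females (adjusted p = 0.117 from camera and 0.235 from fry). The mean rests mostly on fit (-3.48). Without fit and to, a choice not fixed beforehand, the median was -0.07 and the mean -0.18 over 5 genes, 3 of them higher in females. Without female replicate 2 the median of the fat body list was -0.48 and its adjusted p from camera was 0.0482, in a range from 0.0482 to 0.599 over the alternatives. A list of hemocyte genes had a median of -0.28 over 6 tested genes, 3 in each direction (adjusted p = 0.50 from camera and 0.576 from fry). In limma 0 genes of these 3 lists were called over all genes tested and 0 adjusted over the list alone, while an unadjusted p below 0.05 was found for 2 neuronal, 2 fat body and 3 hemocyte genes. From the very small amounts of *Lsp-2* and *elav* and the lack of a sex difference in them, the paper proposes that a low number of fat body and neuronal cells is unlikely to have changed which transcripts were identified as sex-specific.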

### The nuclear receptor Hr46/Hr3 is required in the BBB for courtship

One of the male-enriched BBB RNAs is the transcript for the nuclear receptor *Hr46/Hr3*. 

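The array holds 6 probes for Hr46, which the current annotation names Hr3, all on 2R. Of these, 4 were tested, all with log2 fold changes towards males, and 0 were called. The largest change was that of A_09_P226155, designed on transcript FBtr0306346 (2R from 6095591 to 6095712), which is the Hr46 probe in the copy of S1 Table used here, with 283 of the paper's 284 probes. On the log2 scale relative to the 75th percentile it was at -1.87 ± 0.33 (SD, n = 3) in males and -2.99 ± 0.23 (SD, n = 3) in females. The log2 fold change was 1.12 (standard error 0.22, adjusted p = 0.152 from limma), a 2.17-fold difference, with every male array above every female array. With the slide as a block the adjusted p was 0.147, in a range from 0.102 to 0.961 over the alternatives. This probe was called by limma and by the methods' t-test at more than 2-fold with unadjusted p-values. Its log2 fold change was 0.93 to 1.24 with each array left out in turn and 0.38 with normexp background correction. Among the 48 tested probes of the genes chosen beforehand, 9 were called when p-values were adjusted over all probes and 13 when adjusted over the list alone, and Hr46 A_09_P226155 was 1 of the 13 (adjusted p = 0.00517 over the list). Since the paper chose Hr46 on these arrays, the adjustment over the list alone is not independent evidence. A_09_P051951 of the same transcript (2R from 6094941 to 6095000) had a log2 fold change of 0.69 (standard error 0.21, adjusted p = 0.344 from limma), also with every male array above every female array. A_09_P041956, on transcript FBtr0088366 (2R from 6093570 to 6093629), had a log2 fold change of 0.46 (standard error 0.26, adjusted p = 0.682 from limma), with overlapping arrays. A_09_P144940, on transcript FBtr0088368, was above background on 2 of the 3 female arrays, and its log2 fold change of 0.56 (adjusted p = 0.537 from limma) changed sign with normexp background correction. The remaining probes were not tested, since A_09_P183735 was not well above background on any array and A_09_P184890 only on male replicate 3. Within arrays, the log2 fold change of A_09_P226155 exceeded that of A_09_P041956 by 0.66, that of A_09_P051951 by 0.42 and that of A_09_P144940 by 0.56 (exact two-sided permutation tests, p = 0.1, 0.1 and 0.2, where 0.1 is the smallest that 3 arrays against 3 allow).

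**Figure D2:**
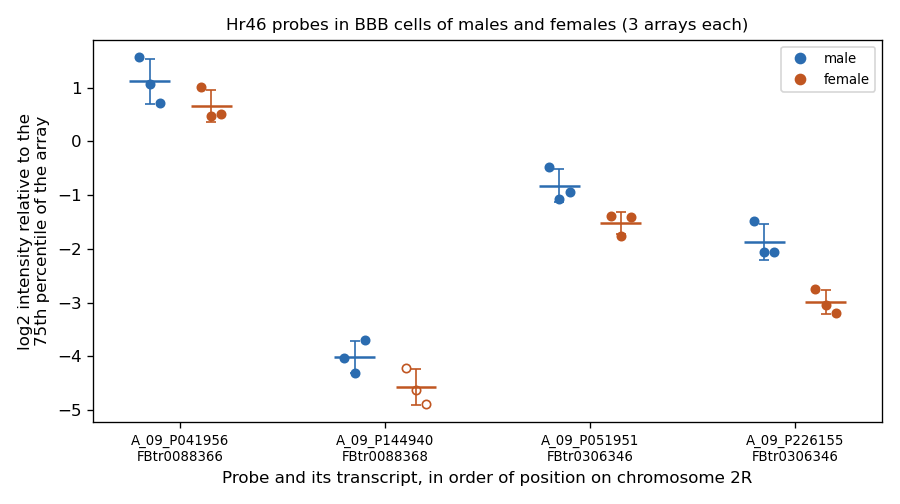
Log2 intensity of the 4 tested Hr46 probes relative to the 75th percentile of the array, with 1 point per array, lines at the means and error bars of 1 SD (n = 3 per sex), and open points for a sex in which the probe was not above background on every array. The male and female arrays are separate for A_09_P226155 and A_09_P051951 and overlap for A_09_P041956 and A_09_P144940.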

Hr46/Hr3 is an orphan nuclear receptor that is most related to the mammalian ROR receptor (Retinoic acid related orphan receptor) [17]. Hr46/Hr3 is a well-described transcriptional regulator of larval developmental processes in response to Ecdysone, but no adult functions have been described so far. We have recently found an adult role for Juvenile Hormone, the other major insect hormone, in courtship [18], and we were intrigued by a possible link to Ecdysone signaling. To examine whether *Hr46/Hr3* is required in the BBB for courtship we conditionally expressed two independent *Hr46/Hr3-RNAi* constructs specifically in the BBB of mature adult males and examined their courtship. We used the *Gal4/Gal80*^*ts*^ system to restrict knockdown to mature males [19]. Two different *BBB-Gal4* drivers were used to direct expression, the previously described *SPG-Gal4*, and a SPG-specific *Mdr65-Gal4* driver that was generated in our lab (Fig 2A–2C). The ATP binding cassette (ABC) transporter *Mdr65* has previously been shown to be specifically expressed in the SPG cells of the BBB [20,21], a pattern of expression shared by our *Mdr-Gal4* line. For the courtship experiments, control flies containing a copy of just one of the two respective transgenes were grown, treated and tested in parallel to the knockdown flies as controls. Courtship results are shown in Fig 3A and 3B. The Courtship Index (CI) is calculated as the fraction of time the male spends displaying any element of courtship behavior (orienting, following, wing extension, licking, attempted copulation, copulation) within a 10 minute observation period [22]. At 18°C, Gal4 is inhibited by Gal80^ts^, and *Hr46/Hr3-RNAi* is not expressed. At this temperature, all genotypes exhibited normal courtship. In contrast, following induction at 32°C, males expressing *Hr46/Hr3-RNAi* in the BBB had significantly reduced courtship (p≤0.001) (Fig 3A and 3B). Reduction was observed with both drivers in combination with either of two independent *UAS-Hr46/Hr3-RNAi* constructs. In a short term activity assay [23], induced mutant flies did not differ from control flies in their activity (Fig 3C), suggesting that the observed courtship reduction is not due to general sickness of the males. We conclude that *Hr46/Hr3* is required in the BBB of mature males for normal courtship behavior. While courtship was reduced, the males were capable of performing all of the steps of courtship, but they did so with lower probability. As shown in Fig 3E, they were also capable of copulation, and their average number of offspring did not differ from that of uninduced flies or controls.

**Fig 2:**
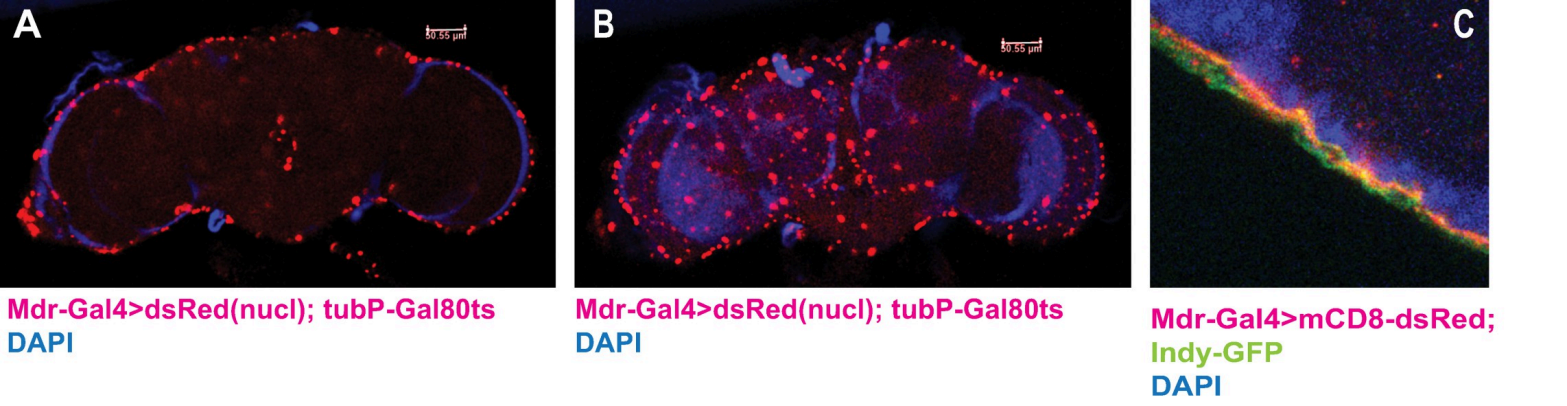
*Mdr-Gal4* driver is expressed in SPG nuclei. (A, B) Visualization of our newly constructed *Mdr-Gal4* driver with a nuclear dsRed reporter reveals expression in SPG nuclei. The nuclei differ in size because of different polyploidy grades [24]. *Mdr-Gal4/UAS-dsRed; tubP-GAL80ts* males were induced using the same protocol used in courtship assays. 20x magnification, size bar = 50um. (C) *Mdr-Gal4>UAS-dsRed* expression (red) coincides with expression of *Indy-GFP* in the SPG, but not the outer PG layer. Indy-GFP is a marker for both PG and SPG cells.

**Fig 3:**
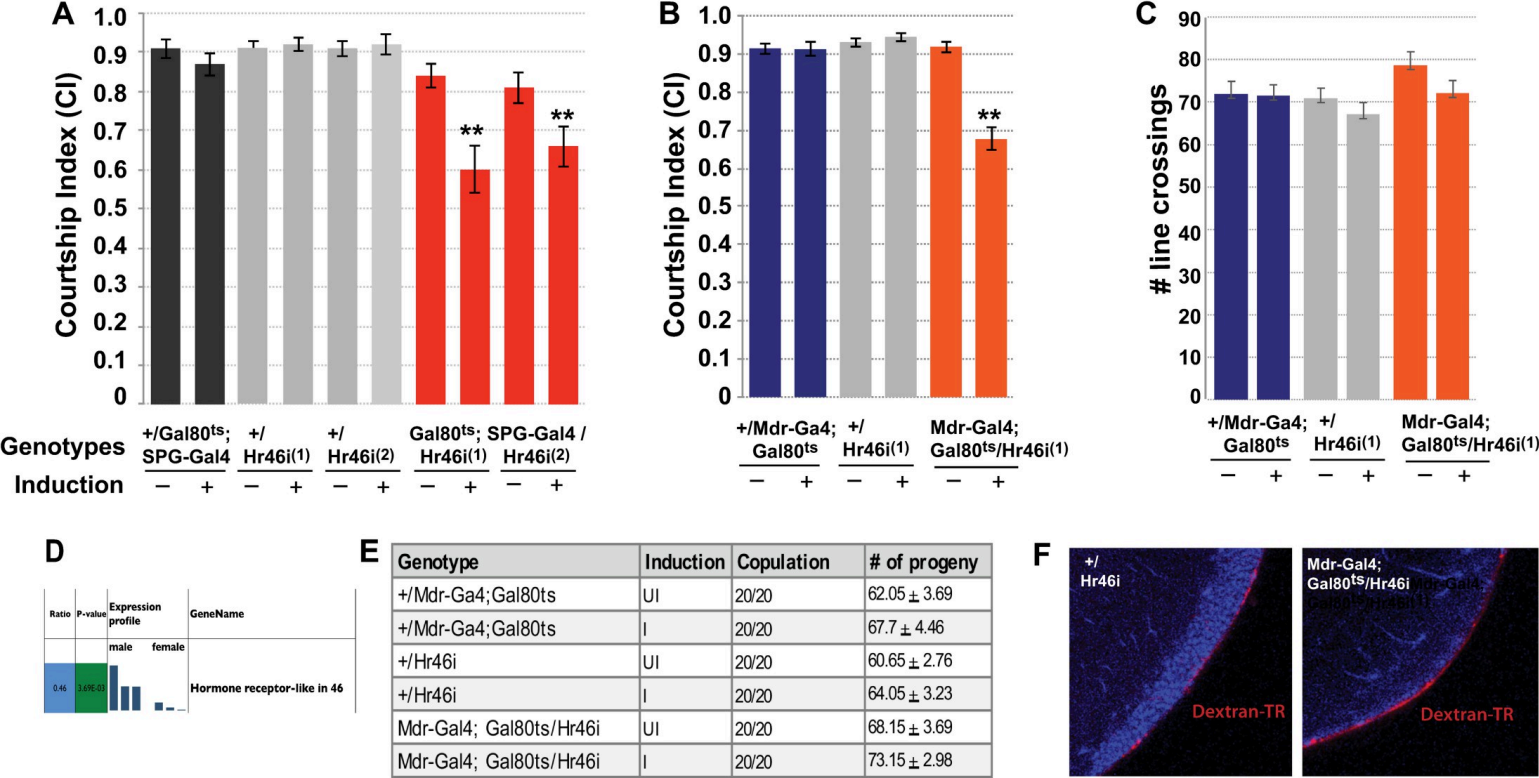
Knockdown of Hr46/Hr3 in the BBB of mature males reduces courtship. (A-C) Graphs show the courtship index CI (fraction of time males spend courting during the observation period) ± SEM (A, B), or the performance of males in a control activity assay (# of line crossings ± SEM) (C) of the indicated genotypes. N = 20. Data were analyzed by ANOVA followed by Tukey multiple comparisons (p<0.05). Indices that are significantly different from the controls are marked by asterisks. *UAS-Hr46i* (abbreviated as *Hr46i*) expression is restricted by the presence of *tubP-Gal80*^*ts*^ (abbreviated as “*Gal80*^*ts*^”) at 18°C (induction -). Placement of 5-day-old males at 32°C for 16 hours (induction +) releases the Gal80 inhibition and leads to the expression of RNAi. (A) Conditional expression of two different *UAS-Hr46-RNAi transgenes* (1-line 27253 and 2-line 27254) using *SPG-Gal4* significantly reduces male courtship. (B) Conditional expression of *UAS-Hr46i* (27254) using *Mdr-Gal4* in adult males similarly reduces courtship in comparison to controls. The controls are *+/ tubP-GAL80*^*ts*^*;+/SPG-Gal4* and *+/Mdr-Gal4; +/tubP-GAL80*^*ts*^, respectively, as well as *+; +/UAS-Hr46 RNAi*. (C) The activity of the mutants as measured by number of line crossings is not lower than in control flies. Some variation in activity is likely caused by genetic background. (D) Hr46/Hr3) RNA is preferentially expressed in males. (E) Males with identical genotypes and induction regimen as in A-C were combined with a mature adult *Canton-S* virgin and scored for copulation. N = 20. All males copulated (20/20) and produced similar numbers of progeny. (F) Blood–brain barrier integrity is not compromised in *Mdr-Gal4/ UAS-Hr46-RNAi* males. Experimental and controls flies were injected with 10 kDa TR-Dextran (red) and dye penetration into or exclusion from the brain was examined by confocal microscopy. The brain nuclei are stained with DAPI. A tight BBB is indicated by the demarcated red line on the surface of the brain indicating exclusion of TR-dextran from the brain of *Mdr-Gal4/UAS-Hr46-RNAi* males. Flies were injected and processed in parallel and imaged with identical settings. Magnification = 63x.

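On a linear scale, the signal of the Hr46 probe A_09_P226155 was 0.36, 0.24 and 0.24 of the 75th percentile intensity in male replicates 1, 2 and 3. In female replicates 1, 2 and 3 it was 0.15, 0.12 and 0.11. The means were 0.279 ± 0.0683 (SD, n = 3) in males and 0.127 ± 0.0204 (SD, n = 3) in females.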

To assess whether *Hr46/Hr3* knockdown affects the integrity of the BBB, we tested the tightness of the BBB by injecting 10kD Texas-Red (TR)-marked Dextran. It is well documented that in wildtype animals TR-Dextran will be kept out of the brain and accumulate at the BBB, whereas a leaky BBB would allow entry into the brain [8]. As shown in Fig 3F, males expressing *Hr46/Hr3* RNAi have normal BBB barrier function with the dye accumulating at the barrier like in the control. These findings indicate that BBB integrity is not compromised in the mutants, giving support to a physiological function for *Hr46/Hr3* in the BBB that is required for normal regulation of courtship.

To confirm the glial requirement for *Hr46/Hr3* we used the glia-specific driver *repo-Gal4* to drive *UAS-Hr46/Hr3-RNAi* and observed equally reduced courtship (p<0.001) (Fig 4A). As expected, when we expressed *Hr46/Hr3-RNAi* in the BBB with *Mdr-Gal4* in the presence of a glial-expressed Gal80 blocker (*repo-Gal80*) we observed a reversal of the courtship defects (Fig 4B). Together our findings demonstrate that *Hr46/Hr3* is needed in the glial SPG cells for normal courtship.

**Fig 4:**
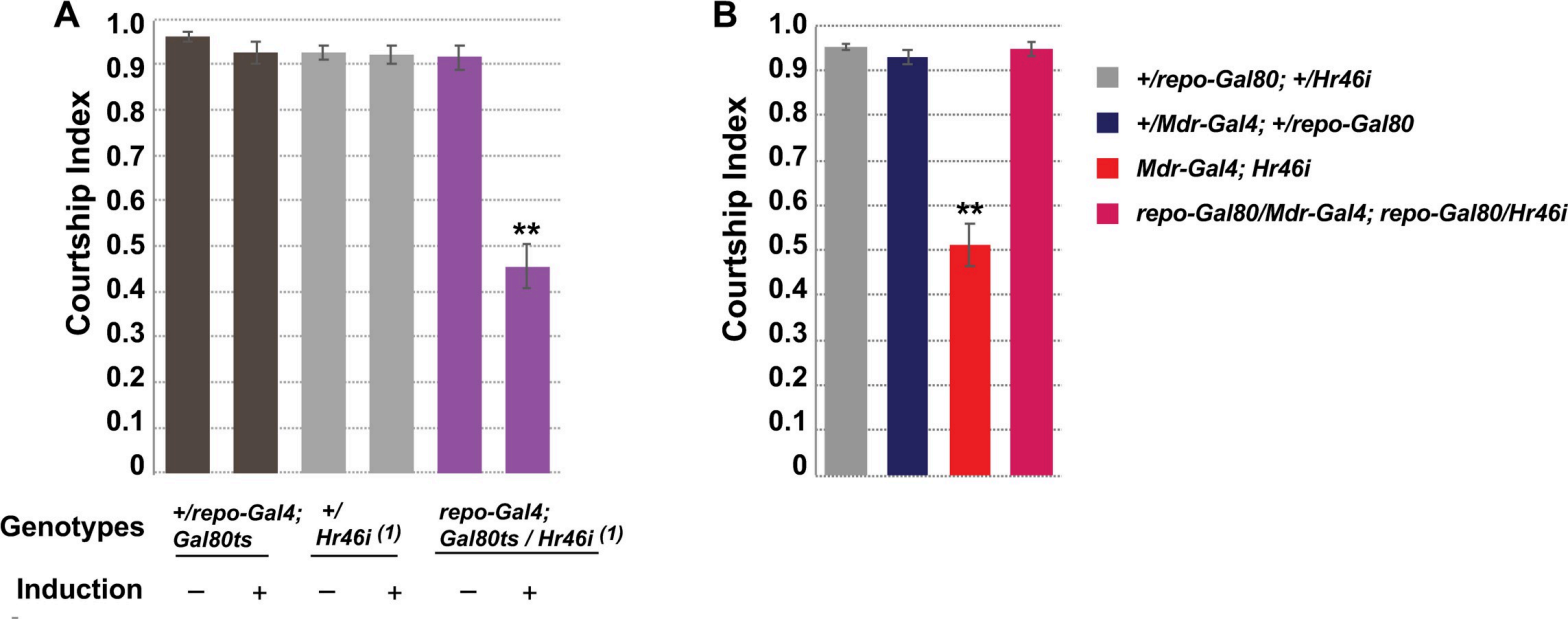
Hr46/Hr3 is required in the glial SPG cells for courtship. Graphs show the courtship index CI (fraction of time males spend courting during the observation period) ± SEM. N = 20. Data were analyzed by ANOVA followed by Tukey multiple comparisons (p<0.05). Indices that are significantly different from the controls are marked by asterisks. (A) Conditional glial knockdown of *Hr46/Hr3* in mature males using *repo-Gal4; tubP-GAL80*^*ts*^ reduces courtship. (B) The courtship reduction of *Mdr-Gal4* directed *Hr46/Hr3* knockdown can be reversed by Gal80 expression in glial cells by *repo-Gal80*.

### Hr46/Hr3 and its ligand are present in SPG nuclei

To study Hr46/Hr3 protein distribution in SPG cells of mature animals (Fig 5) we used antibodies generated by Lam et al [13]. As markers of BBB cells we used *SPG-Gal4 (moody-Gal4)>UAS-mCD8-dsRed* or *Indy-GFP*. While *SPG-Gal4* is SPG-cell specific, *Indy-GFP* is expressed in both PG and SPG cells [7]. SPG cells are big flat cells with large polyploid nuclei [24]. Anti-Hr46/Hr3 antibody staining was observed in the SPG cells marked by *SPG-Gal4>UAS-dsRed* (Fig 5A) and in the SPG layer marked by a subset of indy-GFP expressing cells (Fig 5B). The protein was detected in the cytoplasm and the nucleus of SPG cells (Fig 5B). Hr46/Hr3 is a transcriptional activator in larvae, and its presence in the nucleus of BBB cells is consistent with a transcriptional role in these cells.

**Fig 5:**
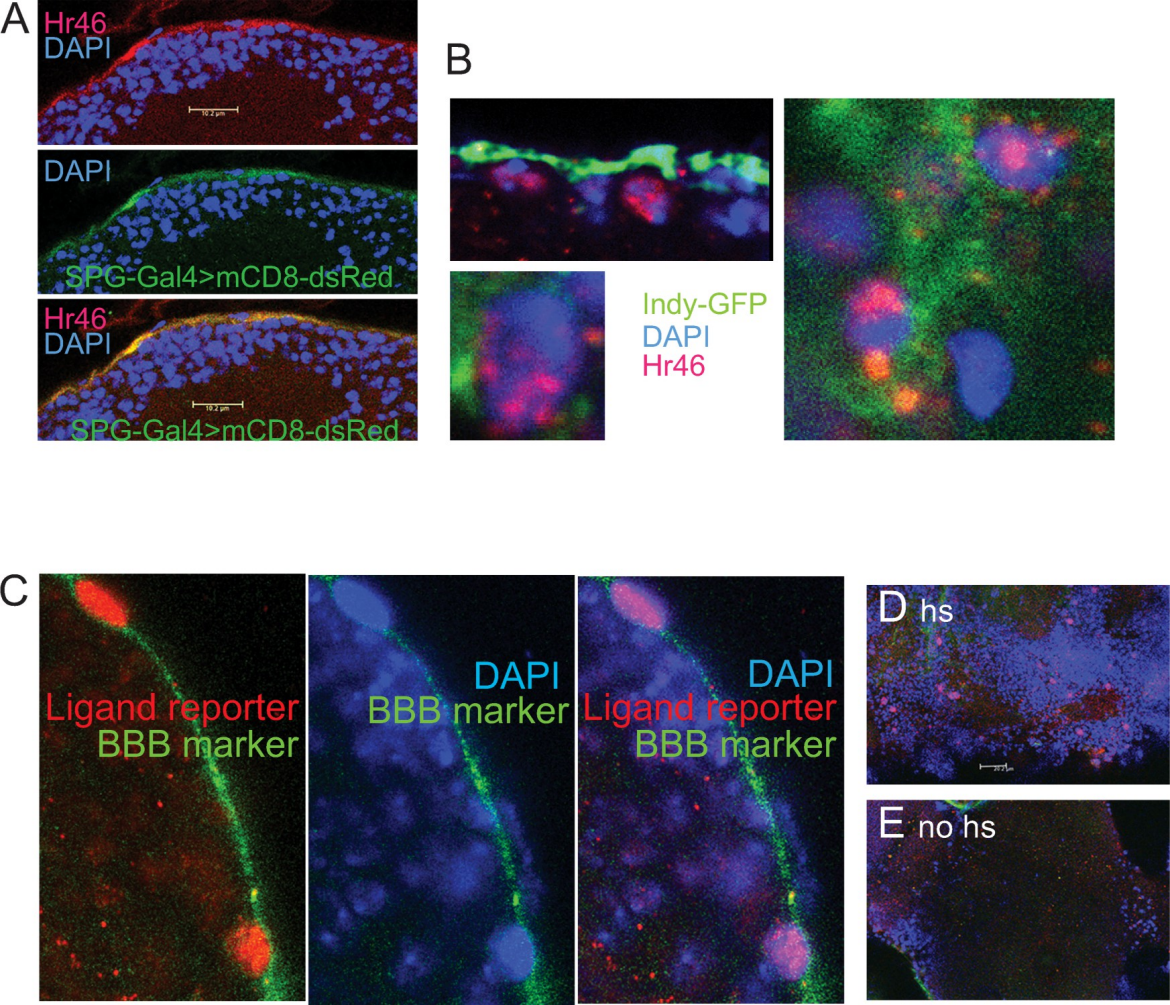
Hr46/Hr3 protein is located in SPG nuclei, and the Hr46/Hr3 ligand is present in the SPG cells of mature males. (A) Anti-Hr46 antibody staining (red) co-localizes with SPG-cell specific expression of dsRed in *SPG-Gal4 (= moody-Gal4)>UAS-dsRed* males (green). Blue: DNA staining (DAPI). Size bar: 10um. (B) Anti-Hr46 antibody staining (Red) shows the presence of Hr46 in the nuclei and cytoplasm of SPG cells. Indy-GFP (green) marks both PG and SPG cells. Blue: DNA staining (DAPI). 63x magnification. (C) Activation of the *hs-Gal4*^*LBD* HR3^ reporter [25] indicates the presence of the Hr46/Hr3 ligand in SPG cells. *hs-Gal4*^*LBD HR3*^*/UAS-dsRed/indy-GFP* mature males were heat-shocked to express *Gal4*^*LBD HR3*^. Following binding of Hr3 ligand, Gal4 initiates transcription at *UAS-dsRed(nuclear)*. dsRed can be seen expressed in the characteristic large nuclei of SPG cells (red). *Indy-GFP* expression is used as a BBB marker (green). Blue: DNA staining (DAPI, blue). 63x magnification. (D) 40x magnification showing expression of dsRed in SPG nuclei following induction as described for C. Size bar = 20um. (E) No ds Red expression was observed in no-hs controls of the same genotype that were grown, treated, stained and imaged in an identical fashion.

Hr46/Hr3 belongs to the family of ligand activated nuclear receptors. And while its ligand is unknown, insertion of the putative ligand binding domain into the Gal4 activation domain results in the transcriptional activation of Gal4 in cells containing the putative ligand. Palanker et al. have shown that this construct recapitulates Hr46 activation in cells where Hr46 transcriptional activity has been observed [25]. Binding of the putative ligand activates *Gal4*^*LBD(HR3*)^ whose activity can then be visualized by a *UAS- reporter*. Importantly, in the construct, the *Gal4*^*LBD(HR3*)^ reporter is driven by a *hsp70* heat shock promoter *(hsp70- Gal4*^*LBD(HR3*^*)*. This makes it possible to interrogate the presence of the ligand at a time of choice. We induced the *Gal4*^*LBD(HR3*)^ ligand sensor in mature males by exposing the flies to 37 degrees Celsius for one hour and fixed their brains four hours later. We combined *hsp70- Gal4*^*LBD(HR3*^ with *UAS-dsRed* to visualize Gal4 activity, and *indy-GFP* for visualization of the BBB. As shown in Fig 5C and 5D, dsRed staining is observed in the large nuclei of SPG cells, indicating that the ligand for Hr46 is present in these cells in adult mature males. This staining was not observed in non-heatshocked flies (Fig 5E). Together our findings support a scenario in which Hr46/Hr3 is activated and physiologically needed in the SPG cells of the BBB of adult males to support normal male courtship behavior.

## Discussion

Our microarray screen revealed that the *Drosophila* BBB contains male-enriched transcripts in males, as well as female-enriched transcripts in females. We have previously observed a reduction in male courtship when we conditionally feminized the BBB cells of mature males. Together these findings suggest that sex-specifically enriched transcripts contribute to a “male-specific” state of BBB cells that shapes its physiology and its dynamic interaction with the brain to modulate courtship. The feminization experiments were done in mature adult males by conditional induction of the female-specific TRA protein [26]. TRA is a master controller of sex determination by virtue of its direct control of the two major sex specific transcription factors DSX and FRU, which in turn control a multitude of genes [27,28]. Non-induced males were normal, demonstrating that it was the acute adult change in transcripts that resulted in disturbed courtship. In the microarray experiments described here we sampled all transcripts that were present in the BBB cells of mature males and females. These animals were of the same age as the flies in the TRA induction studies. Neither males nor females had mating experience. The sex-specific transcripts we identify here therefore likely include transcripts that were affected in the feminization experiment.

We identified a total of 284 sex-preferentially expressed transcripts. It is likely that a number of them are required in the regulation of sex-specific behaviors and that their disruption will affect courtship. Identifying them holds the promise of insight into the physiological processes that underlies BBB-brain communication required for normal courtship. However, there will likely also be commonly expressed transcripts that participate in these sex-specific processes as they interact with sex-specific partners or regulators, or respond to sex-specific incoming signals. The majority of identified SPG transcripts are equally expressed in males and females, representing an insight into the overall transcriptional “makeup” of SPG cells of mature males and females. Our data specifically represent SPG transcripts in males or females. This is in contrast to the study by deSalvo et al. [7] who characterized both layers of the BBB, PG and SPG cells, without distinguishing between males and females.

Hr46/Hr3 belongs to the nuclear-receptor superfamily that is characterized by the presence of a highly conserved DNA-binding domain (DBD) and a less conserved C-terminal ligand-binding and dimerization domain (LBD). The ligand for Hr46/Hr3 is unknown, but the reporter construct made by Palanker et al. strongly indicates that a ligand exists that binds to the LBD in the receptor [25]. In larvae, Palanker et al. observed fairly widespread, but not ubiquitous, activation, including in the fat body, leading to the speculation that Hr46/Hr3 might have metabolic functions. ROR, the mammalian homologue of Hr46/Hr3, is known to bind cholesterol and play a role in lipid homeostasis. Flies do not produce cholesterol, but take it up from their diet and it is an important precursor for the steroid ecdysone among other roles. Another nuclear receptor, DHR96 has been shown to bind cholesterol in *Drosophila* and to be essential for cholesterol homeostasis [29], but this does not exclude a role for Hr46/Hr3. Palanker et al. observed strong Gal4^HR3LDB^ reporter expression in tissues of late third instars, with expression dropping in pre-pupariation, but strong activation was observed again in late pupae. We show here activation of the reporter construct in the BBB of mature adult males. In these experiments, the reporter construct is conditionally induced by a heat pulse in mature males. Thus, the observed activation reflects a “snapshot” of the presence of the putative ligand at that time. The observed activity coincides with the time when knockdown of Hr46/Hr3 causes a reduction in courtship.

Hr46/Hr3 is best known for its essential role in development as an Ecdysone effector. It is activated by Ecdysone and is a part of an activation cascade in response to Ecdysone. It induces another nuclear receptor, *ftz-F1*, among numerous other genes. Eventually, it acts as a negative feedback regulator to turn off Ecdysone-receptor signaling [12–14,30,31]. Hr46/Hr3 has essential functions during embryogenesis, prior to molts, and at the onset of metamorphosis. To our knowledge, this is the first report of an adult non-developmental role for Hr46/Hr3. Our conditional knockdown experiments demonstrate that its presence in the BBB of mature males is needed for normal courtship. Whether this reflects a role for an Ecdysone-induced signaling cascade and transcriptional activation of downstream targets remains to be determined. Data from [32] suggest that Ecdysone and the Ecdysone receptor (EcR) are present in the BBB. 

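The *EcR* gene has 4 probes on the array, and 3 were above background on every array. Their log2 fold changes were 0.10, 0.15 and 0.25, with adjusted p-values from 0.877 to 0.965 from limma. The signs of A_09_P051976 and A_09_P050511 changed when single arrays were left out. Of 6 probes for *ftz-F1*, listed as ftz-f1, 3 were tested, with log2 fold changes of 0.50, 0.43 and -0.01 (adjusted p-values from 0.621 to 0.993 from limma). The sign of the last, A_09_P175460, changed with the scaling and with single arrays left out. Over 14 tested genes of the ecdysone response the median log2 fold change was 0.05 and the mean was -0.04, with 9 genes higher in males (adjusted p = 0.50 from camera and 0.805 from fry). In limma 0 of the 14 genes were called over all genes tested and 0 adjusted over the list alone, and 1 had an unadjusted p below 0.05.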

We have likewise found in our screen that *EcR* and *ftz-F1* RNAs are present in SPG cells in a non-sex-specific manner. In analogy to its developmental role, Hr46/Hr3 most likely acts as a transcriptional regulator. Our observation that the Hr46 protein is present in SPG nuclei supports this interpretation. However, in an unexpected finding Montagne et al have identified Hr46/Hr3 as a S6K interacting protein in late larvae/prepupae [33]. Intriguingly, this function required a novel form of Hr46/Hr3 that did not contain the DNA binding domain, but did require the ligand binding domain. The presence of this altered form of Hr46/Hr3 increased phosphorylation activity of S6K. This finding, together with the short time scale of the response led the authors to propose an alternative non-genomic role of Hr46/Hr3, possibly as a mediator of the metabolic state of these cells. We do not know whether this isoform plays a role in courtship and whether Hr46/Hr3 might have a role that is independent of EcR in the BBB, conceivably in addition to the transcriptional role that is suggested by its presence in the nucleus.

Taken together, the data presented here demonstrate an adult physiological role for Hr46/Hr3, a nuclear receptor mainly known for its crucial function in development, in the glial cells of the BBB where it is required for the regulation of normal male courtship.

## Materials and methods

### Fly stocks

*SPG-Gal4/TM3* [8] was a gift from Roland Bainton, UCSF. *tubP-Gal80*^*ts*^*/CyO* and *tubP-Gal80t*^*s*^*/TM3*,*Sb* flies were a gift from Gregg Roman (University of Mississippi). *Hr46/Hr3* RNAi lines *y*^*1*^ *v*^*1*^*; P{TRiP*.*JF02542}attP2* (BL 27253) and *y*^*1*^ *v*^*1*^*; P{TRiP*.*JF02543}attP2* (BL 27254); *w*^*1118*^*; P{w[+mC] = UAS-RedStinger (dsRed)}4/CyO* (BL 8546); w*; P{PTT-GC}IndyYC0017/TM6C, *Sb1* (*Indy-GFP*) (BL 50860) were obtained from the Bloomington *Drosophila* stock center (https://bdsc.indiana.edu/). *y*, *repo-Gal4* on X was a gift from Takeshi Awasaki (University of Massachusetts [34]; The *y* mutation was removed by recombination. *w; Pin*, *repo-Gal80/CyO* flies were a gift from Rob Jackson (Tufts University). Pin was removed by recombination. *w; +; repo-Gal80* flies [34] were a gift from Christian Klämbt (University of Münster). *w*^*1118*^*; P{w[+mC] = hs-GAL4-HR3*.*LBD* was a gift from Carl Thummel (University of Utah).

### Gal80^ts^ experiments

*tubP-Gal80*^*ts*^ carrying flies and control flies were raised at 18°C. Virgin males were collected at eclosion and kept in individual vials for 5–8 days at 18°C. Flies were then placed at 32°C for 48 hours for induction. Following induction, induced and uninduced flies were kept at 25°C overnight prior to courtship assays.

### Behavioral assays

The courtship assay and activity assay were performed as previously described [35]. Male courtship in *Drosophila melanogaster* consists of well-defined stereotyped behavioral steps that can easily be quantified in a courtship index (CI) [36–38]. The CI is calculated as the fraction of time the male spends displaying any element of courtship behavior (orienting, following, wing extension, licking, attempted copulation, copulation) within a 10 minute observation period [22]. In short, males were placed in a plexiglass “mating wheel” (diameter 0.8 cm), together with a 2–4 hrs old *Canton-S* virgin female. Short-term activity assays were performed as previously described [23]. Individual males were placed into the “mating wheel” containing a filter paper with a single line dividing the chamber in half. After 2–3 minutes of acclimation time, the number of times the male crossed the center line within the three-minute observation time was counted.

Each graph represents sets of control and experimental genotypes that were grown, collected and aged in parallel. In each behavioral session, equal numbers of all genotypes were tested.

### Copulation/fecundity test

Flies were grown, collected and Gal4/*tubP-Gal80*^*ts*^ induction performed in the same way as for courtship assays. Individual males were then aspirated into a fresh vial containing a 4–5-day old virgin *Canton-S* female. The pairs were observed for 30 minutes, then checked periodically every 10 minutes until all pairs were observed copulating. The parents were kept in the vial for 7 days and then removed. Progeny were counted upon eclosion every 1 to 2 days until the vials produced no progeny for at least 2 days.

### Microarray analysis

To isolate blood-brain barrier cells, flies bearing the *SPG-Gal4* driver were crossed to flies carrying the fluorescent reporter transgene, *UAS-DsRed*. This resulted in the expression of the visible fluorescent marker DsRed to mark the nuclei of BBB cells. Prior to the experiment, both the driver *SPG-Gal4* and the *UAS-DsRed* lines were outcrossed with a Cantonized *w*^*1118*^ strain for 10 generation. The flies were grown in a 25°C incubator under a 12hrs light/12hrs dark cycle. Eclosing males and females were collected and kept in separate groups of 10–15 flies of the same sex under the same conditions for 4 days and then dissected between ZT 5 and ZT 7 to control for levels of cycling transcripts. Equal numbers of males and females originating from the same culture were dissected in each sitting. The brains were dissected in ice-cold 1 X PBS between ZT5 and ZT7. The dissected brains were then transferred to a new petri dish containing ice-cold 1X PBS within half an hour. Carefully, under the fluorescent microscope, individual and/or groups of blood-brain barrier cells marked with DsRed were isolated manually by using Dumont # 5 SF superfine forceps (Fine Science Tools, Inc). The cells were then immediately transferred to a frozen droplet of Trizol reagent on dry ice and stored in -80°C until processed further. Cells were isolated from at least 50 brains for each genotype. Cells from approximately 50 flies were pooled for each biological replicate, and the RNA of three biological replicas from separate crosses was prepared for each sex. The approximate total number of cells isolated per brain varied from ~60–120. The forceps were cleaned with RNAZap when moving from one genotype to the other.

The isolated BBB cells of male and female flies were provided to GenUs Biosystems (http://www.genusbiosystems.com/) for microarray analysis. A total of 3 biological replicates for males and females were submitted. Cells were lysed in TRI reagent (Ambion) and Total RNA was isolated using phenol/chloroform extraction followed by purification over RNeasy spin columns (Qiagen). The concentration and purity of Total RNA was measured by spectrophotometry at OD260/280 and the quality of the Total RNA sample was assessed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies). Labeled cRNA was prepared by linear amplification of the Poly (A)+ RNA population within the Total RNA sample. Briefly, 1 μg of Total RNA was reverse transcribed after priming with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5’ to a dT(24) sequence. After second-strand cDNA synthesis and purification of double-stranded cDNA, in vitro transcription was performed using T7 RNA polymerase. The quantity and quality of the cRNA was assayed by spectrophotometry and on the Agilent Bioanalyzer. One microgram of purified cRNA was fragmented to uniform size and applied to *Drosophila* (V2) Gene Expression microarray (Agilent Technologies, Design ID 021791) in hybridization buffer. Arrays were hybridized at 37° C for 18 hrs in a rotating incubator, washed, and scanned with a G2565 Microarray Scanner (Agilent Technologies). Arrays were processed with Agilent Feature Extraction software and data was analyzed with GeneSpring GX software (both Agilent Technologies). To compare individual expression values across arrays, raw intensity data from each gene was normalized to the 75th percentile intensity of each array. Genes with values greater than background intensity in all female or all male replicates were filtered for further analysis. Differentially expressed genes were identified with fold change > 2-fold and Welch Ttest, p-value < 0.05.

### Generation of Mdr65-Gal4 transgenic flies

650 bp of sequence upstream of the *Mdr65* coding sequence was PCR amplified from *CS* genomic DNA using the primers *5’cggaattc*(EcoRI)*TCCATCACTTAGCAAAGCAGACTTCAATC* and 5’cgggatcc(BamH1) *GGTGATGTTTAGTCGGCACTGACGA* and inserted into the *Drosophila* transformation vector *pGATN* to create *Mdr65-Gal4*. In *pGATN*, expression of the yeast transcription factor Gal4 is driven by the inserted promoter sequences [15]. Transgenic flies were generated by *Rainbow Transgenic Flies* (https://www.rainbowgene.com/) by P-element mediated insertion. The expression pattern in *Mdr65-Gal4* transgenic lines was examined by crosses to *UAS-dsRed* (nuclear) or *UAS-mcD8-dsRed*.

### Immunohistochemistry

Immunohistochemistry on isolated brains was performed as described in Li et al. [39]. The Hr46/Hr3 antibody was a gift from Carl Thummel, University of Utah [13] and was used at 1:50 dilution. To visualize BBB cells, flies carrying *Indy-GFP* were used for anti-Hr3/anti-GFP double staining. *Indy-GFP* marks BBB cells [40].

Antibodies used:

Rabbit anti-Hr3, 1:50 or 1:25 (gift of Carl Thummel, University of Utah [13]); Rabbit anti-RFP (abcam ab62341), 1:200; chicken anti-GFP (abcam ab13970), 1:500; Alexa Fluor 555 goat anti-rabbit (Invitrogen A21429) 1:200; Alexa Fluor 635 goat anti-mouse (Invitrogen A31575) 1:200; Alexa Fluor 488 goat anti-chicken (Thermo Fisher Scientific A-11039).

Injection of 10kd Dextran-TR to assess the integrity of the BBB was performed as described in Hoxha et al. [10]. Flies were subjected to the same experimental regimen as in behavioral experiments and control and experimental flies were assayed in parallel and imaged under identical conditions.

### Test for presence of Hr46/Hr3 ligand

*hs-Gal4*^*LBD(HR3)*^ flies were crossed to *UAS-dsRed(nuclear); indy-GFP* flies and grown at 18°C. Progeny were collected at eclosion and kept in small groups of males or females for 4 days. Expression of *hs-Gal4*^*LBD(HR3*^ was induced by placing flies in prewarmed food vials at 37°C for one hour, followed by recovery at room temperature for three hours and brain isolation. dsRed expression as a measure of Gal4 activation by Hr3 ligand and GFP (as BBB marker) were assessed by immunohistochemistry. Induced and uninduced flies were assayed in parallel and imaged with identical settings.

### Statistical analysis

Two-way analysis of variance (ANOVA) was used to establish overall significance. Post hoc analysis for multiple comparisons was carried out with Tukey (HSD). P values < 0.05 were considered statistically significant. All statistical calculations were done using XLSTAT (Addinsoft, NY, NY) running on Microsoft Excel for Mac (version 16). All ±error bars are standard error of the mean (SEM).

## Supporting information

S1 Table Differentially expressed genes in BBB from males vs. females (>2Fold, p<0.05). 284 transcripts were identified that differ by >2Fold (p<0.05). Of those 112 were male-preferentially expressed, 172 were female-preferentially expressed.
(XLSX) Click here for additional data file.

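S1 Table gives a ratio of females over males and a p-value for each probe. The copy of the table used here lacks 1 probe, with 112 ratios towards males and 171 towards females, and no overlap with it was tested. For single probes, the log2 ratios in the table differed from those recomputed from the scanner output by a median of -0.0012, but 27 differed by more than 0.1, up to 0.68 (CG31672), with 0.58 for Yp1 and -0.18 for Cht2. For the Hr46 probe A_09_P226155 the paper's ratio is 0.460 and the recomputed ratio was 0.461. The paper's p-value for this probe is 0.00369, and the methods' t-test on the log2 of the 6 values in the table gave 0.0119. Of the probes in the copy, 234 had a p-value below 0.05 in that test.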

S2 Table Gene Ontology classifications of the 284 genes differentially expressed in BBB Males vs. Females. GO groups shaded in grey are related to sex-specific processes. The total number of genes and GO groups assigned to this category is indicated.
(XLSX) Click here for additional data file.

S1 Data Numerical data underlying the graphs presented in the manuscript. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

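RNA from manually isolated SPG cells of the BBB was measured on 6 arrays, with 3 biological replicates of males and 3 of females. The authors scanned each array, extracted intensities with Agilent's software and deposited them as scanner output. Its processed signal is an intensity after the software's background subtraction and is not normalized between arrays. The authors also deposited a table of processed values. Set against the scanner output, its values were found to be the processed intensity averaged over the spots of a probe and divided by the array's 75th percentile, which is the normalization in the paper's methods. These values are rounded, and 720, 854 and 2253 of them are 0 for male replicate 1, male replicate 2 and female replicate 2.

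The scanner output was read in R 4.3.3 and analysed with limma 3.58.1. Control spots and spots marked as outliers were left out, log2 of the processed signal was averaged over the spots of each probe, and the 75th percentile of each array was subtracted. Probes of 1 gene were kept apart, except in the tests of gene lists, where they were averaged. Of 32162 probes, 19172 were above background on all 3 arrays of at least 1 sex and were tested, and 78 of these lacked a value on at least 1 array. For a probe above background on no array of 1 sex, the fold is an estimate that depends on the processing. It was taken against the higher of the probe's own signal and the lowest signal among probes well above background on each array. The sexes were compared with limma's linear model and moderated test on sex alone, and p-values were adjusted by the Benjamini-Hochberg method. This test was used in place of the methods' t-test, since the variance of a single probe is poorly known from 3 arrays, and the methods' t-test was run as an alternative. Tested on simulated data with 19094 probes, the call recovered 30, 42 and 45 of 50 probes changed by a log2 fold of 1.5, 2 and 3, with 7 false calls. In the same data the methods' t-test without adjustment recovered 43, 48 and 47 of 50, with 48 false calls. The simulated probes varied independently, with variances drawn from limma's own fit, so the 2 tests were compared under limma's model. No log2 fold below 1.5 was simulated, so recovery at the 1.12 of Hr46 A_09_P226155 was not tested. The number of arrays limits the precision of all values.

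The rule for the genes named in the text was fixed before the data were examined. It takes the genes that the paper names as measured on the arrays, the sex determination and dosage compensation genes *Sxl*, *tra*, *fru* and *msl-2*, the yolk protein genes, and the 5 named genes with the largest called difference in each direction. The yolk protein genes were taken since they open S1 Table, which was made from these same arrays. The ranking used only probes measured on every array of both sexes. Gene lists for BBB cells, fat body, neurons, germline and follicle cells of the egg chamber, hemocytes, heat shock, the Y chromosome and the ecdysone response were also fixed beforehand, those for the egg chamber and heat shock after S1 Table had been read. They were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, over 13917 genes. Of the Y-linked list too few genes were above background for a test. In simulated data, 5% of 200 unchanged lists had an unadjusted p below 0.05 in camera and 4% in fry. The simulated genes varied independently of each other, so these shares do not test camera on lists whose genes vary together. Gene symbols of the array were matched to a current annotation by name and transcript accession, and positions are those of the array's design.

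The alternatives fixed beforehand were other scalings (the median, a 75th percentile over probes above background on all arrays, quantile normalization), normexp background correction with an offset of 50, other filters on dim probes, the methods' t-test, limma with unadjusted p-values, with an intensity trend or with array weights, the replicate number or the slide as a block, the authors' table of processed intensities with 0 set to 0.01, and leaving out each array in turn. Keeping the spots marked as outliers was added after the data were seen. The copy of S1 Table used here lacks 1 probe, so the comparison of the called probes with it, which had been fixed beforehand, was not run. The table was used to look up single probes and to leave its genes out of the lists. The courtship assays, the immunohistochemistry and the Gene Ontology analysis were not analysed here.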

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

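The comparison of heat shock genes within replicate numbers and the tests on the X chromosome and on probes of unassigned sequence were chosen only after the results had been seen. So was the choice of the follicle cell and heat shock lists for the values outside S1 Table.

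Follicle cell genes of the egg chamber, which the paper does not discuss, were higher in females. All 15 genes of the list were higher in females, with a median log2 fold change of -2.70 (adjusted p = 8.45e-17 from camera, 0.0119 from fry and 0.123 from camera with estimated correlation). The median was -3.10 to -2.17 with each array left out in turn, and its weakest value over all alternatives was -1.40, with normexp background correction. Of the 12 tested germline genes 11 were higher in females, with a median of -1.46 (adjusted p = 1.32e-11 from camera, 0.0441 from fry and 0.193 with estimated correlation), and the weakest value was -0.89, also with normexp background correction. Over all genes 3 follicle cell genes and 0 germline genes were called, against 12 and 9 adjusted over the list alone. S1 Table, which was made from these arrays, holds 8 of the follicle cell genes and 11 of the germline genes. The follicle cell list had its highest median signal on female replicate 2, at -1.13 relative to the 75th percentile, against -2.29 and -2.31 on female replicates 1 and 3. The gene with the highest mean signal in females was Cp36 in the follicle cell list, at -0.64 in females and -4.71 in males, and dhd in the germline list, at 0.56 in females and -2.78 in males. RNA of ovary tissue carried into the female samples is a candidate explanation. The 7 follicle cell genes outside S1 Table had a median of -2.75 and were all higher in females (adjusted p = 9.90e-05 from camera and 0.204 from fry). In 5 of the 7 the male and female arrays were separate, with the females above, where chance separates them in either direction in 10%. These values decide nothing, since S1 Table was itself chosen by the difference between the sexes and since carried RNA and expression in the BBB cells of females would both raise these genes. The 2 explanations cannot be told apart, as no ovary sample was measured. The difference between the sexes stays open as an untested biological explanation.

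Heat shock genes, which the paper does not discuss, were also higher in females. All 12 tested genes were higher in females, with a median log2 fold change of -1.21 (adjusted p = 4.74e-10 from camera, 0.0516 from fry and 0.193 from camera with estimated correlation). The median was -1.61 to -0.92 with each array left out in turn. No single gene was called over all genes, and 5 were called adjusted over the list alone, with 4 of the list's genes in S1 Table. The 8 genes outside S1 Table were all higher in females, with a smaller median of -0.72 (adjusted p = 1.32e-04 from camera and 0.204 from fry). Stress that differed between dissection sittings may have contributed. Between male and female arrays of the same replicate number the median difference (female minus male) was 1.15, 0.34 and 2.19. The smallest of these, 0.34, is in the same direction as the others. The paper states that equal numbers of males and females were dissected in each sitting, which goes against sittings as the source of a difference between the sexes. The replicate numbers are not known to mark the sittings, so the arrays themselves do not decide this. A response that differs between the sexes stays open and was not tested.

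Of the called probes, 51 lie on the X chromosome, 26 higher in males and 25 higher in females, which the paper does not report. The X chromosome held 17.6% of the tested probes and 62.2% of the called probes (Fisher's exact test across probes, p = 2.98e-19, with probes that are not independent of each other). On chromosomes 2 and 3, 13 of 14751 probes were called. An X chromosome left uncompensated in males would lower X-linked probes in males as a whole. Against this, 26 of the calls on the X were higher in males, and the median log2 fold change of X-linked probes minus that of autosomal probes was -0.013 (exact permutation test, p = 0.5). A linked difference between the X chromosomes of the flies is possible, was not tested and has no data here. A sex-specific regulation of X-linked genes also stays open and untested.

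Probes that the array's design places on sequence not assigned to a chromosome made up 14 of the called probes, among 304 tested, and 12 of these were higher in males. A further 122 tested probes have no place in the design, and 1 of them was called, higher in males. The paper's text does not discuss them, and whether S1 Table lists them was not tested. Copies on the Y chromosome are a candidate explanation. Of the 12 probes, 6 were above background on no female array and 1 on every female array. This leaves the explanation open, since the places of the probes are not known here and signal in females can come from related copies elsewhere. The sex of the flies stays open as an untested explanation for the others.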

How the results depend on the processing

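Keeping the spots marked as outliers was chosen only after the data had been seen, and all other alternatives were fixed beforehand.

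The number of probes above background in all arrays of a sex was 32162 without a filter. It was within 1.5 times 19172 under the other alternatives. The number of probes called between the sexes was 82, with 45 higher in males and 37 in females. It rose to 132 with median scaling (76 in females), to 428 with unadjusted p-values in limma (153 and 275) and to 238 with the unadjusted methods' t-test (96 and 142). With outlier spots kept, the last was 236 (97 and 139). It dropped to 0 with the adjusted methods' t-test (0 and 0), to 19 with normexp background correction (11 and 8), to 29 without a filter on dim probes (20 and 9), to 48 with probes above background on all 6 arrays (24 and 24), and to 44 with a test of each spot against its local background (29 and 15). With probes above background on at least 3 arrays, 22 were higher in females. The wider filters add tested probes to the adjustment. For the other alternatives the cause was not tested. With each array left out in turn, 22 to 50 probes were called, 15 to 31 in males and 7 to 21 in females, from fewer arrays. The lowest numbers came without male replicate 3. Under quantile normalization, the other 75th percentile, an intensity trend, array weights, the slide block and the authors' processed values the number stayed within 1.5 times, and 74 of the 80 probes called from the authors' processed values were among the 82.

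With the replicate number as a block 36 probes were called, 22 in males and 14 in females, and 34 of these were among the 82. The deviations of arrays with the same number correlated at 0.04, -0.16 and 0.31 for numbers 1, 2 and 3. Number 3 also shares a slide of its own. The numbers were therefore not taken as pairs, and whether they mark a shared sitting is not known.

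The share of probes within 2-fold moved from 97.0% to 99.3% with normexp background correction and to 94.7% without a filter. The difference between the medians of X-linked and autosomal probes was -0.045 to 0.0023 with each array left out, and it was reversed only without female replicate 1. Of the 8 gene lists, 4 were called by camera. With estimated correlation 0 were called and by fry 2, and the other alternatives gave 4 to 6, with 6 only without female replicate 2.

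Hr46 A_09_P226155 passed the threshold with unadjusted p-values in limma (1.12) and in the methods' t-test (1.12). It also passed in limma adjusted over the list of chosen genes alone (adjusted p = 0.00517), which is not independent evidence. It did not pass under any other alternative (adjusted p from 0.102 to 0.961). It was higher in males under each of them.

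Among the named probes, none of those called changed direction. With normexp background correction the sign changed for Hr46 A_09_P144940 (-0.18), Nrx-IV A_09_P104265 (0.040), elav A_09_P121080 (-0.010), ftz-f1 A_09_P175460 (0.037), fru A_09_P010961 (-0.051), CHES-1-like A_09_P046091 (-0.10) and the ecdysone response list (-0.083). With array weights it changed for Nrx-IV A_09_P030036 (-0.017). With the 75th percentile over probes above background on all arrays it changed for ftz-f1 A_09_P175460 (0.0025) and CHES-1-like A_09_P066586 (0.0097), with quantile normalization for ftz-f1 A_09_P175460 (0.00066), and with median scaling for CHES-1-like A_09_P066586 (0.00095). With the authors' processed values it changed for CHES-1-like A_09_P066586 (0.065) and the hemocyte list (0.077).

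With each array left out in turn, values that changed sign ranged from -0.016 to 0.13 for the ecdysone response list, -0.065 to 0.11 for Nrx-IV A_09_P030036, -0.18 to 0.20 for Nrx-IV A_09_P104265, -0.94 to 1.70 for Lsp2, -0.025 to 0.78 for elav A_09_P042226, -0.046 to 0.40 for EcR A_09_P050511, -0.11 to 0.50 for EcR A_09_P051976, -0.19 to 0.088 for ftz-f1 A_09_P175460, -0.049 to 0.33 for msl-2 A_09_P011561, and -0.23 to 0.11, -0.33 to 0.27 and -0.37 to 0.027 for CHES-1-like A_09_P066586, A_09_P189485 and A_09_P221665. None of these was called in any fit, and the cause was not tested.

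Dim signal limits the results, since 56.4% to 76.1% of the probes were above background per array and the arrays of slide 2 were the lowest. The comparison of the called probes with S1 Table was not run.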

Differences from the paper's values

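No test in this part was chosen after the results had been seen, except the fit in which spots marked as outliers were kept.

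The paper's number of differentially expressed probes is 284, against 82 called with limma and adjusted p-values. Of the alternatives set before the data were examined, the methods' t-test without adjustment gave 238, which is within 1.5 times the paper's value, and no other did. It is the test named in the paper's methods, but it did not return the p-values in S1 Table. For Hr46 A_09_P226155 it gave 0.0119 on the values in S1 Table, against 0.00369 listed there. The numbers 238 and 284 may therefore not come from the same test. For probes higher in males the paper's number is 112, against 45, and the methods' t-test without adjustment (96) and limma with unadjusted p-values (153) came within 1.5 times. For probes higher in females the paper's number is 172, against 37, and only the methods' t-test without adjustment (142) came within 1.5 times. With spots marked as outliers kept, an alternative chosen after seeing the values, the methods' t-test gave 236, 97 and 139.

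The paper names Hr46/Hr3 as enriched in males. The probe A_09_P226155 was higher in males by a log2 fold change of 1.12 but was not called (adjusted p = 0.152 from limma), and the other 3 tested Hr46 probes were not called. The settings that called A_09_P226155 were limma with unadjusted p-values, the methods' t-test without adjustment, and limma adjusted over the list of chosen genes alone. The *dsx* probe A_09_P119565 and the probes of Yp1 and Yp3, which are in S1 Table, were also not called, with adjusted p-values of 0.0981, 0.0770 and 0.0654 from limma. All of them were called by limma and by the methods' t-test with unadjusted p-values and when adjusted over the list alone. The adjustment over the list alone is not independent evidence. The paper names *dsx* from these arrays, and the yolk protein genes were taken from S1 Table. With median scaling the probes of *dsx*, Yp1 and Yp3 were called with adjusted p-values, and A_09_P119565 also with quantile normalization and without male replicate 2. Yp3 was also called with an intensity trend and with the slide as a block, and Yp1 with an intensity trend, with normexp background correction and from the authors' processed values.

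The paper describes the amounts of *Lsp-2* and *elav* as very small. The Lsp2 probe was above the 75th percentile of the array on 4 of 6 arrays and the *elav* probe A_09_P042226 on 3 of 6, while the other 2 *elav* probes were above it on 0 of 6. Signal on an array is not a measure of amount that can be compared between probes.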

Other observations

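The tests of signal at background and of dimmer signal for 2 Hr46 probes, the limits of the differences between Hr46 probes and the fat body list without fit and to were chosen only after the result had been seen.

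Whether the split by sex alone gives called probes was tested with the other splits of the 6 arrays. Of 10 splits into 3 and 3, only 1, the split by sex, gave 82 or more called probes in limma, and the other 9 gave 0 each, with 37 to 256 at more than 2-fold and an unadjusted p below 0.05, against 428 for the split by sex. Since 10 splits cannot give a share under 0.1, chance cannot be excluded in this way. Each slide held equal numbers of male and female arrays, so that a shift of a whole slide adds alike to the means of both sexes. For the same reason the slide block cannot move the log2 fold change of a probe measured on every array, and the 77 probes called with it do not test the slide as a source of the calls. Differences between arrays of 1 slide were not tested. Limma called 0 probes for the slide itself, against 319 at more than 2-fold and an unadjusted p below 0.05.

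The yolk protein genes were higher in females, by a log2 fold change of -5.02 for Yp2, which was called, and -5.43 and -5.67 for Yp1 and Yp3, which were not. The fits without single arrays took the call from Yp2 except without female replicate 2, with values of -5.53 to -4.42. Fat body carried unequally into the female samples is a candidate explanation. The median log2 fold change of 6 other fat body genes was -0.17, 2 of them higher in males and 4 in females, and -0.07 without fit and to. Lsp2, which is 1 of the 6, was at 0.31. The gene of that list with the highest mean signal was Rfabg, at 1.03 in males and 1.30 in females. This leaves the explanation open, since the members go both ways. No fat body of either sex was measured, so a sex difference of the yolk proteins within fat body is not covered by these genes. Fat body carried into both sexes at levels that vary between samples is another. Between female replicates 3 and 2, with the highest and lowest yolk protein signal, the yolk proteins differed by 2.64 on the log2 scale, the fat body list by a median of 0.29, with 4 of 6 genes above 0, and Lsp2 by 5.28. This decides nothing either way, and a difference between the sexes in the BBB cells themselves was not tested.

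Only 1 of the 6 Hr46 probes is in S1 Table. Signal at background does not account for A_09_P041956 and A_09_P051951, which were both well above background on all 6 arrays, whereas it leaves A_09_P183735 and A_09_P184890 untested. Nor was the signal of either dimmer than that of A_09_P226155, which it exceeded on every array, with a smallest excess of 0.999 on the log2 scale. Dim signal stays open for A_09_P144940, A_09_P183735 and A_09_P184890. A_09_P041956 had a log2 fold change of 0.46 with an upper 95% limit of 1.07, so that a difference of 2-fold is not excluded for it. A transcript form that only some probes detect could also separate them. The other probe of the same transcript, A_09_P051951, had 0.69 with an upper 95% limit of 1.18, which does not exclude a change as large as that of A_09_P226155. Within arrays, the log2 fold change of A_09_P226155 exceeded that of A_09_P051951 by 0.42 (95% limits -0.02 and 0.87) and that of A_09_P041956, of another transcript, by 0.66 (95% limits 0.31 and 1.01). The limits exclude no difference for A_09_P041956, while for the probe of the same transcript they include it. A_09_P226155 was singled out for its change on these same arrays, so the limits do not establish an unequal change. A transcript form stays open as an explanation, since which forms each probe detects was not tested. No biological explanation was tested.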
